A study of Pseudomonas sp. OST1909 with 8 samples.

How the data were processed

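The series holds 8 RNA-seq libraries of Pseudomonas sp. OST1909, 2 for each of 4 groups: DMSO control, acyclic commercial NA, custom 9x NA and OSPW-extracted NA, each mixture at 150 mg/L. Groups and replicate numbers were taken from the sample titles. Per the labels, total RNA was extracted with a column kit and treated with DNase, ribosomal RNA was depleted, and libraries were made with a SOLiD total RNA kit and sequenced on a SOLiD 5500xl instrument with reads of 75 bp. The labels describe the cultures as early log phase in one place and mid-log in another, which was not resolved here.

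Each library came as one deposited table with, per the file headers, the coding length, effective length, estimated count and TPM of each of 5465 coding sequences. The estimated counts were deposited without normalization. They were whole numbers to within 1e-06 for all but 57 coding sequences, which can share reads with a near-identical copy, and 50 of these 57 were among the genes tested. The TPM values were deposited as the authors' quantifier gave them, and recomputing them from the estimated counts and effective lengths gave the same values to within 0.118. Effective length was 74 bases below coding length for 5462 coding sequences. The quantifier, its version and settings and the genome build are not given in the sources used here. The columns are those that the program kallisto writes, but no header names it. Strand use in counting is also not given, so counts of overlapping and antisense genes are uncertain.

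Coding sequences were matched to the supplied RefSeq gene table of the assembly ASM1527757v1 by protein accession. Of 5465 identifiers, 5352 matched, 5351 of them with equal coding length. A further 75 carried no protein accession and 38 an accession that the table does not hold, and these kept the identifier of the file. A gene symbol was available for 1274. The table was used only for names and for which genes neighbour each other, and no coordinates are given.

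Estimated counts were rounded to whole numbers. Genes were filtered with filterByExpr of edgeR 4.0.16 (minimum count 10, minimum total count 15), which left 5019 genes holding over 99.9% of the counts of each library, and normalized with TMM factors. All 8 libraries were fitted together with group as the factor and 4 residual degrees of freedom, with robust dispersion and quasi-likelihood estimation. Each mixture was tested against DMSO, the mixtures were tested against each other, and the 3 mixtures were tested together. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. The standard error of a log2 fold change is its size divided by the square root of the F statistic. CPM values use TMM-scaled library sizes, and log2 CPM a prior count of 2. The libraries hold between 1587012 and 2483583 counts, and the number of libraries, 2 per group, limits the precision. Software was R 4.3.3, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15 with matplotlib 3.10.9 for figures, and edgeR as above.

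Genes named in the text followed a fixed rule. For each mixture against DMSO these are the 3 genes highest and the 3 lowest in log2 fold change among called genes with a mean of at least 20 counts per library and both treated libraries beyond both control libraries. For each pair of mixtures it is the 1 gene highest in each direction. Members of a fixed list of 43 symbols that were called, and the 3 genes with the highest mean share of counts, complete the rule. It also covers genes called in all 3 mixtures, of which there were 0. Genes named outside the rule are marked as such.

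The tests were tested on simulated data drawn from the real means, library sizes and dispersions, with 200 genes changed by known folds. In the comparison of acyclic NA with DMSO, 4980 simulated genes passed the filter and edgeR recovered 72.5% of the 200 genes changed 2-fold, with 8 false calls. For custom 9x NA it was 81% of 200, over 4975 genes with 16 false calls, and for OSPW-extracted NA 74.5% of 200, over 4977 genes with 12 false calls. In 100 simulations of 4 unchanged groups sharing the same controls, edgeR called a mean of 0.84, 0.83 and 0.97 genes for the 3 mixtures.

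The comparisons, the rule for named genes, the fixed list and the alternatives that follow were chosen before the data were examined. The alternatives were median-of-ratios size factors, library size only, no low-count filter, a mean of at least 20 counts per library, DESeq2, limma-voom, the replicate number as a block, leaving out each library in turn, a threshold of 2-fold in addition, a fit of only the 4 libraries compared, and limma-trend on log2(TPM + 1) and log2(TPM + 0.1) of genes with a TPM of at least 1 in at least 2 libraries. Gene sets by annotated product were planned for use where at least 80% of identifiers are paired with products. The reference table pairs identifiers with symbols, for 23.3% of them, so those sets were not tested. Instead, genes were grouped by the first 3 letters of their symbol, chosen after the data were seen.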

Results

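RNA was sequenced from 8 cultures of the wild-type bacterium Pseudomonas sp. OST1909. Naphthenic acids (NA) are carboxylic acids that occur in petroleum. The cultures fell into 4 groups of 2 libraries each. One group received dimethyl sulfoxide (DMSO) and served as the control, and the other 3 groups received 150 mg/L of an NA mixture: an acyclic commercial mixture, a mixture labelled custom 9x, or an extract from OSPW, an abbreviation that the labels do not expand. The design asks which genes change in expression when the strain grows with naphthenic acids, so each mixture was compared with the DMSO control, and the mixtures were compared with each other.

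The estimated counts of a library summed to between 1587012 (acyclic commercial NA, replicate 1) and 2483583 (OSPW-extracted NA, replicate 1). The other acyclic library held 1850205 counts, the DMSO libraries 2253210 and 2327964, the custom 9x libraries 1859211 and 2300341, and OSPW-extracted NA replicate 2 held 2169183. Of 5465 coding sequences, 5019 passed the low-count filter, and the median count of all coding sequences ranged from 46 to 74 per library. No single gene dominated the libraries, since the largest share of one gene was 3.88% of the counts. The 3 genes with the highest mean shares in the DMSO control were tuf (IH404_RS25545) at 3.80% ± 0.113 (SD, n = 2), IH404_RS20945 at 3.55% ± 0.228 (SD, n = 2) and fusA (IH404_RS25550) at 2.81% ± 0.0775 (SD, n = 2). The 2 libraries of each group differed by more than sampling noise, with a chi-square per degree of freedom over 5019 genes between 3.32 (custom 9x NA) and 6.47 (DMSO control), so in no pair was the same library deposited under both numbers. Across genes, which are not independent replicates, Pearson's r of log2 CPM (counts scaled to a common library total) between replicates lay between 0.981 and 0.987.

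With the acyclic commercial NA mixture, 42 of 5019 genes differed from the DMSO control in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 15 of them higher and 27 lower. Of these, 19 changed at least 2-fold, 8 upward and 11 downward. The alternative that moved this count most was leaving out acyclic replicate 2, which gave 123 genes. Leaving out acyclic replicate 1 gave 26 genes, and leaving out DMSO replicate 1 or 2 gave 27 or 26. When libraries were scaled by total count only, 52 genes were called, 26 higher and 26 lower.

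The 3 genes with the strongest decrease by the rule for named genes were IH404_RS15475, IH404_RS15490 and IH404_RS15480, and their adjusted p-values are from edgeR. IH404_RS15475 fell from 139 ± 18.2 CPM (SD, n = 2) in the control to 18.3 ± 9.82 CPM (SD, n = 2), a log2 fold change of -2.89 (SE 0.252, adjusted p = 2.00e-06). IH404_RS15490 fell from 131 ± 17.9 to 20.3 ± 14.5 CPM, a log2 fold change of -2.64 (SE 0.272, adjusted p = 5.54e-05). IH404_RS15480 fell from 141 ± 0.345 to 22.7 ± 8.92 CPM, a log2 fold change of -2.61 (SE 0.200, adjusted p = 2.84e-09). These 3 calls held under each alternative run for them, but their size depended on the acyclic library used. Without acyclic replicate 1 the log2 fold changes were -2.46, -2.10 and -2.28, and without acyclic replicate 2 they were -3.61, -3.69 and -3.10.

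The 3 genes with the strongest increase by the same rule were atuC (IH404_RS19885), IH404_RS15770 and IH404_RS19900. The level of atuC rose from 16.1 ± 2.84 to 48.8 ± 3.85 CPM (SD, n = 2 each), a log2 fold change of 1.60 (SE 0.228, edgeR adjusted p = 6.22e-05), and it was called under each alternative run for it. IH404_RS15770 rose from 13.6 ± 0.673 to 38.7 ± 3.94 CPM, a log2 fold change of 1.504 (SE 0.264, adjusted p = 0.00154). Without DMSO replicate 2 its adjusted p was 0.0565. IH404_RS19900 rose from 8.37 ± 0.980 to 21.4 ± 0.0504 CPM, a log2 fold change of 1.35 (SE 0.302, adjusted p = 0.0176), and its mean count of 23.6 per library was close to the minimum of 20 set for named genes. Its adjusted p was 0.114 without DMSO replicate 1, 0.212 without DMSO replicate 2 and 0.0775 without acyclic replicate 1. One called gene outside the rule, IH404_RS16920, had a larger log2 fold change of 2.88 (SE 0.376, adjusted p = 1.43e-05) at a mean count of 19.1, and it is named here after its values were seen.

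With the custom 9x NA mixture, 15 genes differed from the DMSO control in the same edgeR test, 12 higher and 3 lower, and 7 of them changed at least 2-fold. The balance of directions depended on the fit. In a fit of only the 4 libraries compared, 22 were higher and 16 lower, and with DESeq2 these were 7 and 5. They were 17 and 2 with scaling by total count only, and 4 and 0 on TPM values. The highest count over the alternatives was 38, from a fit of only the 4 libraries compared, and the lowest was 4, without DMSO replicate 1 and with limma-trend on TPM values. The count was 29 without either acyclic replicate, 10 without DMSO replicate 2 and 5 without either custom 9x replicate.

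The gene with the largest rise was IH404_RS10735, from 5.65 ± 2.22 to 23.9 ± 0.163 CPM (SD, n = 2 each), a log2 fold change of 2.07 (SE 0.327, edgeR adjusted p = 0.000933) at a mean count of 22.8 per library. Its adjusted p was 0.118 without DMSO replicate 1 and 0.0504 without custom 9x replicate 2. IH404_RS03680 rose from 619 ± 81.5 to 1765 ± 117 CPM, a log2 fold change of 1.51 (SE 0.129, adjusted p = 2.19e-08), and was called under each alternative run for it. IH404_RS01620 rose from 27.1 ± 5.82 to 71.6 ± 17.4 CPM, a log2 fold change of 1.39 (SE 0.213, adjusted p = 0.000759). Its adjusted p was 0.0888 without DMSO replicate 2 and 0.142 without custom 9x replicate 1.

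The 3 genes called lower with custom 9x NA were IH404_RS22735, IH404_RS02665 and IH404_RS22740. IH404_RS22735 fell from 53.1 ± 3.65 to 22.9 ± 2.71 CPM (SD, n = 2 each), a log2 fold change of -1.22 (SE 0.201, edgeR adjusted p = 0.00142). IH404_RS02665 fell from 101 ± 3.12 to 54.2 ± 2.97 CPM, a log2 fold change of -0.89 (SE 0.159, adjusted p = 0.00441). IH404_RS22740 fell from 99.5 ± 7.43 to 57.1 ± 2.96 CPM, a log2 fold change of -0.80 (SE 0.166, adjusted p = 0.0194). Each lost significance when single libraries were left out. The adjusted p of IH404_RS22735 was 0.101 without DMSO replicate 1 and 0.103 without custom 9x replicate 2. That of IH404_RS02665 was 0.118 without DMSO replicate 1, 0.181 without custom 9x replicate 1 and 0.0863 without custom 9x replicate 2. That of IH404_RS22740 was between 0.118 and 0.259 without any one DMSO or custom 9x library, and 0.0552 with scaling by total count only.

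With the OSPW-extracted NA mixture, no gene differed from the DMSO control in edgeR's test. At an unadjusted p under 0.05 there were 292 genes, against 251 expected by chance. DESeq2 also called 0 genes, with 86 at an unadjusted p under 0.05, and limma-voom called 0, with 297. The smallest adjusted p was 0.356, for IH404_RS20140, which went from 108 ± 2.50 to 63.7 ± 6.75 CPM (SD, n = 2 each), a log2 fold change of -0.77 (SE 0.170). Without DMSO replicate 2, 6 genes were called, all higher: IH404_RS01075, trxC, lon, ccoO, ltaE and arcA. Without acyclic replicate 1 or acyclic replicate 2, the 1 gene called was IH404_RS20140, at an adjusted p of 0.0274 or 0.0217. The genes named in this paragraph fall outside the rule for named genes and were chosen after their values were seen. On simulated counts with 200 genes changed 2-fold in this group, edgeR's test recovered 74.5%, and it recovered 34% of those changed 1.5-fold. Smaller changes were thus largely not detectable at this depth and replication. With fewer than 200 genes changed the adjustment is stricter, so recovery can be lower, which was not simulated. Of the genes changed 2-fold, limma-voom recovered 72.5% and DESeq2 50%, so the 0 calls of DESeq2 carry less weight.

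**Figure D1:**
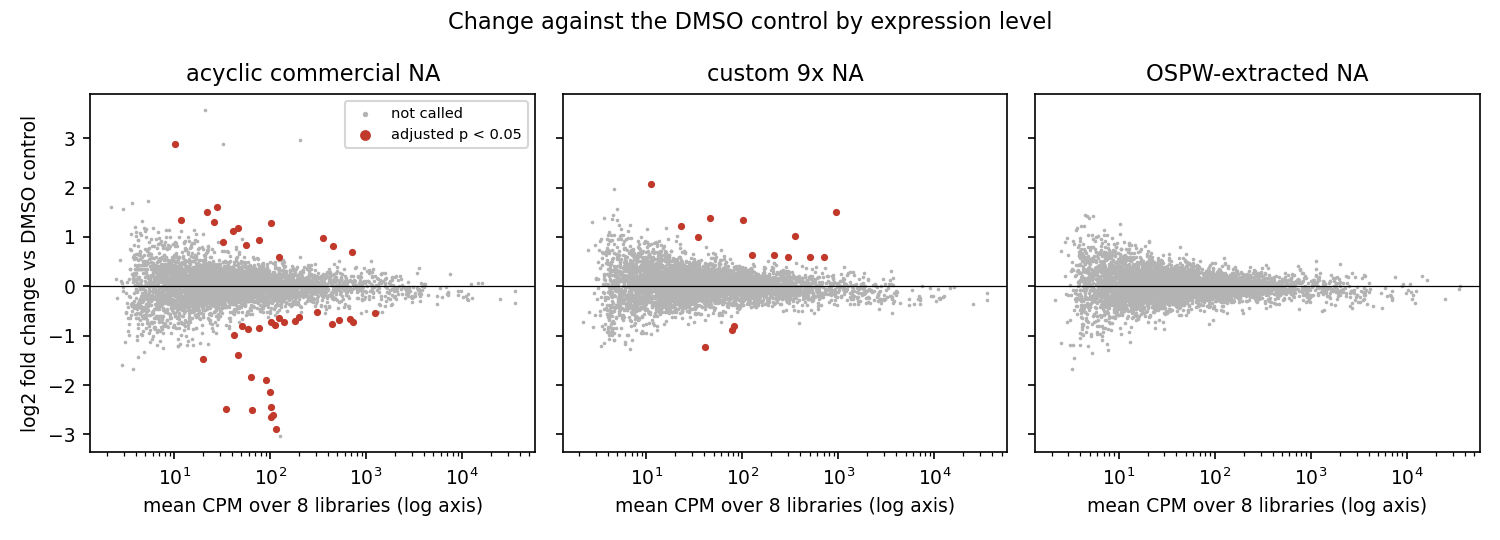
Log2 fold change of each of 5019 genes against the DMSO control (vertical axis) by its mean CPM over the 8 libraries (horizontal log axis), one panel per NA mixture, with genes at an adjusted p under 0.05 in red. The panels hold 42, 15 and 0 red points, and the lowest red point for acyclic commercial NA is IH404_RS15475 at -2.89.

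Testing the 3 mixtures together against the control, 58 genes differed in at least one of them. In the 2 mixtures that gave calls, 5 genes were called in both, all in the same direction. They were IH404_RS01620, IH404_RS01625, IH404_RS21755 and fadB (IH404_RS09140), which were higher, and IH404_RS02665, which was lower. They are named because the count is small, after their values were seen. Both comparisons used the same DMSO libraries, which makes overlap possible with no effect. In 100 simulations of unchanged groups against shared controls, a mean of 0.19 genes were called in both in the same direction, and at most 2. Those simulations called a mean of 0.84 genes for acyclic NA and 0.83 for custom 9x NA, against 42 and 15 observed. They therefore give no chance overlap for lists of the observed size. No gene was called in all 3 mixtures, with a mean of 0.11 in the simulations. Without acyclic replicate 2 the overlap of acyclic and custom 9x NA was 11 genes, and it was 2 without custom 9x replicate 1 and 3 without custom 9x replicate 2 or either DMSO library.

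Across all genes, Pearson's r between log2 fold changes was 0.395 for acyclic and custom 9x NA, 0.338 for acyclic and OSPW-extracted NA, and 0.443 for custom 9x and OSPW-extracted NA. The simulations of unchanged groups against shared controls gave means of 0.473, 0.482 and 0.501, so none of the 3 observed values exceeded what shared controls alone gave. All 3 lay below the lowest simulated values of 0.439, 0.454 and 0.468. The simulations thus do not reproduce these data, and nothing on a shared response was concluded from them. With a different DMSO library as the control of each mixture, r lay between -0.0530 and 0.0533. Little correlation across all genes was thus left without a shared control library. A response shared by few genes would not show in r. Without DMSO replicate 2 the 3 values were 0.589, 0.579 and 0.655, for which no simulation was run. There the fold changes share 1 control library whose noise is not averaged, which by construction raises r.

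The mixtures were then compared directly. Acyclic and custom 9x NA differed at 37 genes in edgeR's test, 10 higher and 27 lower with acyclic NA. Acyclic and OSPW-extracted NA differed at 74 genes, 30 higher and 44 lower with acyclic NA. Custom 9x and OSPW-extracted NA differed at 16 genes, 13 higher and 3 lower with custom 9x NA. Leaving out acyclic replicate 2 raised the first count to 129 and the second to 152, and the lowest counts with 1 library left out were 11 without custom 9x replicate 2 and 32 without OSPW-extracted replicate 1. On TPM values limma-trend gave as few as 11 and 15. The third count was 56 in a fit of only the 4 libraries compared, and with 1 library left out it ran from 7 without either custom 9x replicate or OSPW-extracted replicate 1 to 29 without acyclic replicate 2.

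Between acyclic and custom 9x NA, the gene highest by rule was IH404_RS19900, with a log2 fold change of 1.26 (SE 0.301, edgeR adjusted p = 0.0444). This call was lost whichever single library was left out, with adjusted p-values between 0.0519 and 0.301, and with scaling by total count only (0.0516). The lowest was IH404_RS15475, with a log2 fold change of -2.87 (SE 0.253, adjusted p = 2.13e-06). Outside the rule, at a mean count of 19.1, IH404_RS16920 had larger increases with acyclic NA and is named after its values were seen. Its log2 fold change was 1.99 (SE 0.335, edgeR adjusted p = 0.00114) against custom 9x NA. Against OSPW-extracted NA it was 2.28 (SE 0.342, adjusted p = 0.000146). Between acyclic and OSPW-extracted NA, the highest by rule was IH404_RS01620, with a log2 fold change of 1.42 (SE 0.226, adjusted p = 0.000375). The lowest was a coding sequence with the file identifier cds_WP_032803560.1_3060, which the reference gene table does not pair with a locus tag, with a log2 fold change of -3.22 (SE 0.459, adjusted p = 0.0330). Its adjusted p was above the threshold without any one of the custom 9x or OSPW-extracted libraries, between 0.102 and 0.251, and it was 0.0536 with scaling by total count only and 0.0544 without the low-count filter. Between custom 9x and OSPW-extracted NA, the highest was IH404_RS10735 at 2.09 (SE 0.324, adjusted p = 0.000690) and the lowest IH404_RS22735 at -1.24 (SE 0.199, adjusted p = 0.00106), the latter with an adjusted p of 0.0854 without custom 9x replicate 2.

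A list of 43 gene symbols for the use of acyclic terpenes, leucine and fatty acids, for efflux and for the glyoxylate bypass was tested on its own. The reference table held 6 of the symbols (atuC, atuD, fadA, fadB, mexE and aceA), and all 6 genes were fitted. With acyclic NA, 2 were called over all genes tested and 4 when adjusted over the list alone. With custom 9x NA the counts were 2 and 3, and with OSPW-extracted NA 0 and 0. Besides atuC, the list genes called over all genes were fadB and fadA. The level of fadB rose from 554 ± 46.9 to 895 ± 195 CPM with acyclic NA (SD, n = 2 each), a log2 fold change of 0.69 (SE 0.135, edgeR adjusted p = 0.00429). It rose to 840 ± 64.2 CPM with custom 9x NA, a log2 fold change of 0.60 (SE 0.134, adjusted p = 0.0441). The level of fadA (IH404_RS09145) rose from 237 ± 43.5 to 359 ± 26.2 CPM with custom 9x NA, a log2 fold change of 0.60 (SE 0.130, adjusted p = 0.0325). The fadB call with acyclic NA was lost without DMSO replicate 1 (adjusted p = 0.181) and without acyclic replicate 1 (0.217). The custom 9x calls were near the threshold. The fadB call was lost without any one DMSO, custom 9x or OSPW-extracted library (adjusted p between 0.0948 and 0.566) and with median-of-ratios scaling (0.0556). The fadA call was lost with DESeq2 (0.0766) and without DMSO replicate 1 or any one custom 9x or OSPW-extracted library (between 0.0671 and 0.622).

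Several called genes neighbour each other in the reference assembly ASM1527757v1, and 3 such stretches are described here that were singled out after their values were seen. In the first, from IH404_RS15475 to IH404_RS15515, all 9 genes were called lower with acyclic NA, with log2 fold changes from -2.89 to -1.84. Their summed level was 959 ± 16.5 CPM in the control (SD, n = 2) and 179 ± 88.4 CPM with acyclic NA (SD, n = 2), 18.6% of the control mean. It was 990 ± 19.1 CPM with custom 9x NA and 998 ± 23.8 CPM with OSPW-extracted NA, with none of the 9 genes called. In the direct tests of acyclic against custom 9x NA and against OSPW-extracted NA, all 9 were called lower as well, IH404_RS15490 with the largest adjusted p of 0.000115 and 3.54e-05. The 9 genes stayed called whichever single library was left out. Next to the stretch lies IH404_RS15470, whose accession matched no coding sequence of the files. The numbers in the file identifiers ran in reference order for 5351 of 5351 consecutive matched pairs, and the 1 number between IH404_RS15465 and IH404_RS15475 belongs to cds_WP_032803560.1_3060, which differs from IH404_RS15470 in accession and length and was not assigned to it. With acyclic NA against DMSO this coding sequence had a log2 fold change of -3.03 (SE 0.464, adjusted p = 0.0613), so the edge of the stretch is not set on this side. Against DMSO, IH404_RS15465 had a log2 fold change of 0.24 (SE 0.302, adjusted p = 0.879) and IH404_RS15520 one of -0.79 (SE 0.231, adjusted p = 0.128), and neither was called. IH404_RS15520 was called lower in acyclic than in OSPW-extracted NA, with a log2 fold change of -1.11 (SE 0.223, adjusted p = 0.00566).

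In the second stretch, the 5 genes from IH404_RS01620 to IH404_RS01640 summed to 137 ± 3.18 CPM in the control (SD, n = 2), 304 ± 5.13 CPM with acyclic NA, 323 ± 26.7 CPM with custom 9x NA and 144 ± 5.66 CPM with OSPW-extracted NA. All 5 had positive log2 fold changes with acyclic and custom 9x NA, and 3 were called in each. In the third, the 6 genes from IH404_RS19875 to IH404_RS19900, which include atuC and atuD, summed to 70.8 ± 3.69 CPM in the control (SD, n = 2) and 169 ± 1.93 CPM with acyclic NA, where 3 were called (IH404_RS19875, atuC and IH404_RS19900). They summed to 88.5 ± 17.8 CPM with custom 9x NA and 88.3 ± 2.27 CPM with OSPW-extracted NA, with none called.

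**Figure D2:**
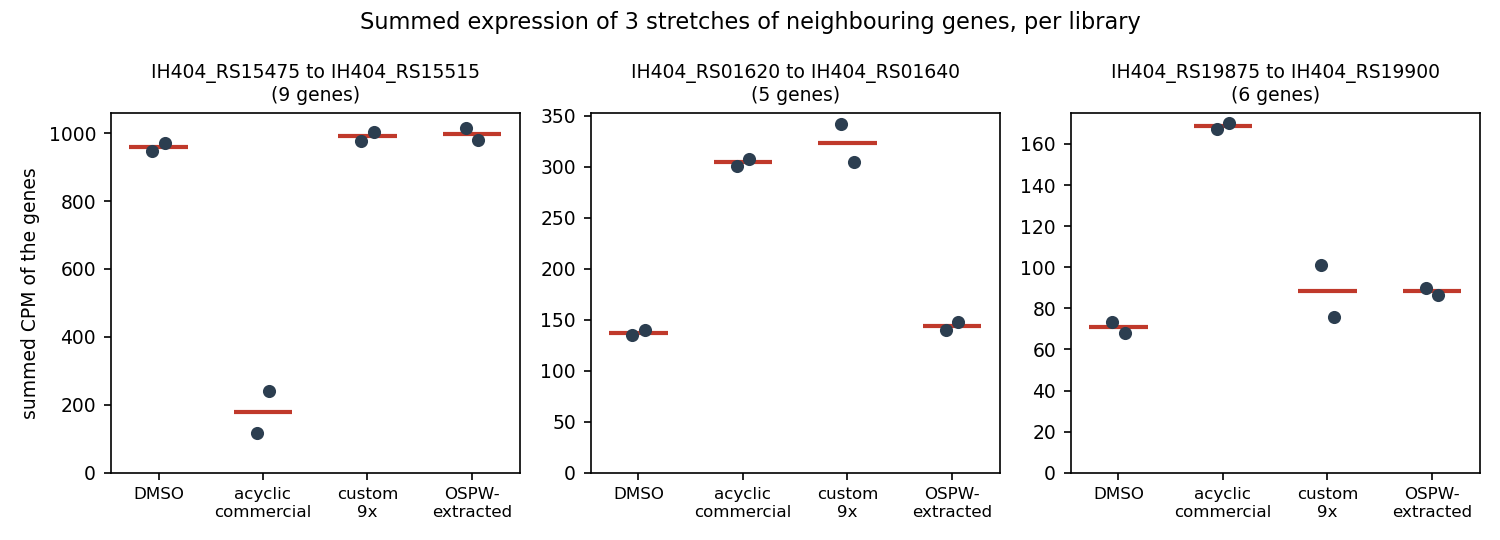
Summed CPM (vertical axis) of the genes in 3 stretches of neighbouring genes, one panel per stretch, by treatment group (horizontal axis), with a point per library and a bar at the mean of the 2 libraries. In the first panel the acyclic commercial NA libraries lie at 116 and 241 CPM and the other 6 libraries between 947 and 1014 CPM.

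**Figure D3:**
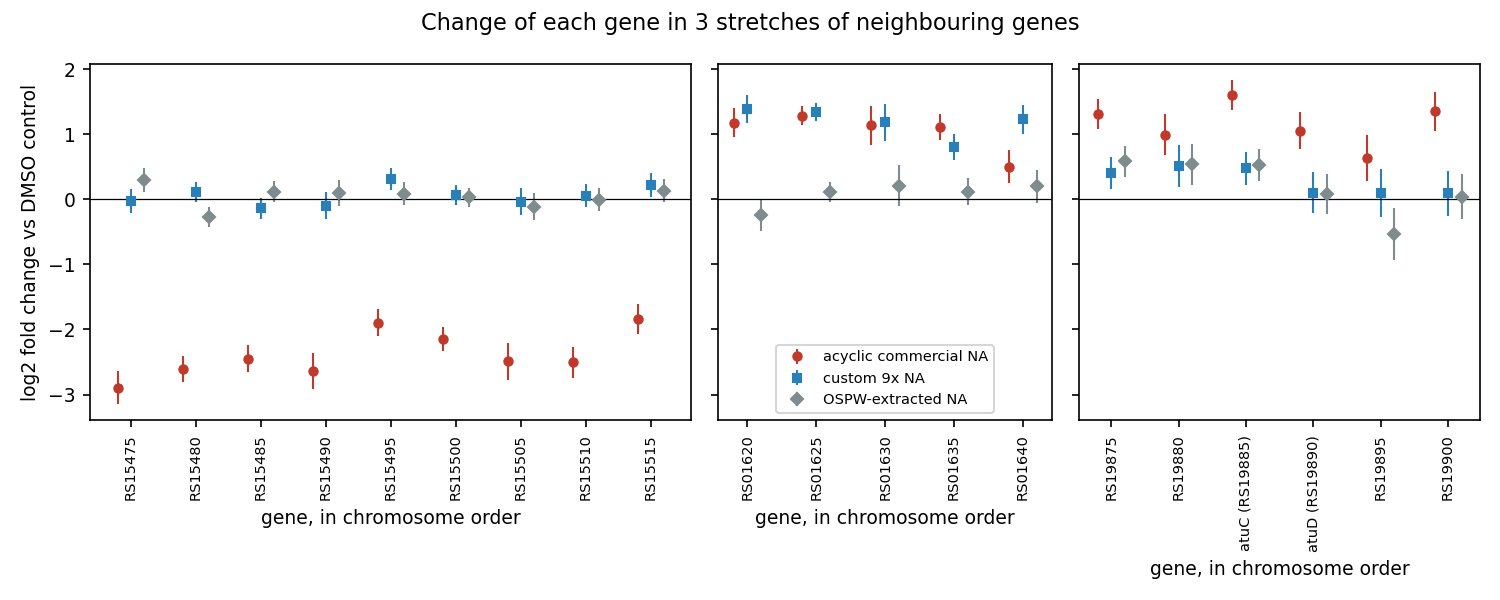
Log2 fold change against the DMSO control (vertical axis) of each gene in the same 3 stretches, in chromosome order (horizontal axis), for the 3 mixtures, with error bars of 1 SE from edgeR. In the first stretch the acyclic commercial NA values lie between -2.89 and -1.84 and those of the other mixtures between -0.27 and 0.31.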

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

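The overlap of calls between acyclic and custom 9x NA and the thinning of libraries to equal depth were chosen after the data were seen, and the other alternatives below before. Over 15 summary results, 245 values were recomputed: 165 stayed within 1.5 times the reported count or within the spread of a correlation, and 80 did not. Counts of 0 that stayed 0 are among the 165. Where 0 genes were called for OSPW-extracted NA, its list genes called and the genes called in all 3 mixtures are 0 by construction. For the 21 named log2 fold changes, 312 recomputed values kept their direction without exception, 260 stayed past the threshold and 52 did not, and 8 of the 21 were called under every alternative run for them. DESeq2 gave no adjusted p for 3 named values (IH404_RS19900 in 2 comparisons and IH404_RS10735 in 1), and these are left out of the counts. The fits of only the 4 libraries compared, the 2-fold threshold and limma-trend on TPM values were used for summary results only. They are not among the alternatives run for named genes.

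Median-of-ratios size factors left the counts of called genes within 1.5 times, except that 1 gene of the fixed list instead of 2 was called with custom 9x NA. DESeq2 gave 23 instead of 37 genes between acyclic and custom 9x NA and 1 instead of 2 list genes with custom 9x NA. Scaling by library size only gave 9 instead of 5 genes shared by acyclic and custom 9x NA, and its 52 calls with acyclic NA were 26 higher and 26 lower, against 15 and 27. This scaling moved the median log2 fold change of all genes with custom 9x NA from 0.02 to 0.11, which by construction moves genes across the threshold in one direction. For the other changes in this paragraph the cause was not tested.

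Requiring at least a 2-fold change lowered the counts by construction. They were 19 for acyclic NA, 7 for custom 9x NA, 18 for acyclic against custom 9x NA, 21 for acyclic against OSPW-extracted NA, 8 for custom 9x against OSPW-extracted NA, 25 for any mixture and 2 for the genes shared by acyclic and custom 9x NA. Fitting only the 4 libraries compared gave 38 genes for custom 9x NA, 17 for acyclic against custom 9x NA, 38 for acyclic against OSPW-extracted NA and 56 for custom 9x against OSPW-extracted NA. All 15 genes called for custom 9x NA in the reported fit were among the 38, and all 16 for custom 9x against OSPW-extracted NA among the 56. Of the 3 fits without acyclic libraries these 2 counts rose, and OSPW-extracted NA against DMSO stayed at 0. In the 3 fits with acyclic libraries the counts fell, and acyclic NA against DMSO gave 32. The spread between the acyclic replicates, with an SD over genes of the log2 difference of 0.414 against 0.340 to 0.353 in the other groups, enters every comparison of the reported fit.

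On log2(TPM + 1), limma-trend called 16 genes for acyclic NA, 4 for custom 9x NA, 1 for OSPW-extracted NA, 11 for acyclic against custom 9x NA, 17 for acyclic against OSPW-extracted NA, 7 for custom 9x against OSPW-extracted NA and 18 for any mixture. On log2(TPM + 0.1) these were 15, 4, 1, 12, 15, 7 and 17. The 1 gene for OSPW-extracted NA was IH404_RS27760 under both pseudocounts. It held 1 count in each OSPW-extracted library and 0 in the other 6, and its effective length of 1.03 bases turned 1 count into 229 and 252 TPM.

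Where a library was left out, its group kept 1 library, which was assumed to vary like the other groups. Genes called for acyclic NA ranged from 26 to 123, for custom 9x NA from 4 to 29, and for OSPW-extracted NA from 0 to 6. Acyclic against custom 9x NA ranged from 11 to 129, acyclic against OSPW-extracted NA from 32 to 152, and custom 9x against OSPW-extracted NA from 7 to 29. Genes called in any mixture ranged from 41 to 173 and genes shared by acyclic and custom 9x NA from 2 to 11. List genes called ranged from 1 to 3 for acyclic NA and from 0 to 2 for custom 9x NA. The highest counts came without acyclic replicate 2, except the 6 genes for OSPW-extracted NA, which came without DMSO replicate 2. Of the 42 genes called for acyclic NA, 39 were among the 123 called without replicate 2 and 22 among the 26 called without replicate 1. The correlations of log2 fold changes ranged from 0.291 to 0.589 for acyclic and custom 9x NA, from 0.274 to 0.579 for acyclic and OSPW-extracted NA, and from 0.343 to 0.655 for custom 9x and OSPW-extracted NA. The highest values came without DMSO replicate 2. In that fit the fold changes share 1 control library whose noise is not averaged, which by construction raises these correlations. Nothing on a shared response was concluded from them. Why they exceeded those without DMSO replicate 1 was not tested.

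The replicate numbers did not pair the libraries: correlations of the deviations of same-numbered libraries ran from -0.058 to 0.010. With the replicate number as a block, 46 genes were called for acyclic NA, 15 for custom 9x NA, 0 for OSPW-extracted NA, 28 for acyclic against custom 9x NA, 73 for acyclic against OSPW-extracted NA, 14 for custom 9x against OSPW-extracted NA and 60 for any mixture, with 4 shared by acyclic and custom 9x NA and 1 instead of 2 list genes for custom 9x NA. Of the named calls, 3 were lost with this block in edgeR: fadB with custom 9x NA (adjusted p = 0.0619), IH404_RS19900 in acyclic against custom 9x NA (0.0530) and cds_WP_032803560.1_3060 in acyclic against OSPW-extracted NA (0.127).

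Depth limited the counts little between groups. With every library thinned to the total of the shallowest in 5 draws, 43 to 48 genes were called for acyclic NA, 12 to 18 for custom 9x NA and 0 for OSPW-extracted NA. Leaving out genes with over 5% of a library's counts changed nothing, since 0 genes reached that share and the files list coding sequences only. The planned sets of genes by annotated product were not run.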

Other observations

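The tests of neighbouring genes, of single libraries, of complete loss, of the spread between OSPW-extracted replicates, of the agreement between the acyclic replicates, of the genes called with 2 mixtures and of symbol groups were chosen after the results were seen, and the tests at equal depth and with split controls before their results were seen.

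Some called genes lay next to one another in the reference assembly. Among the 40 genes called for acyclic NA that have a locus there were 10 neighbouring pairs, against a mean of 0.285 and at most 4 in 10000 random sets of fitted genes. Among the 15 called for custom 9x NA there were 3, against a mean of 0.0392 and at most 2. Random placement was excluded for both, with p = 0.0001 for acyclic NA and p = 0.0001 for custom 9x NA by this permutation test, the smallest value that 10000 draws can give. For acyclic NA most of the pairs lie within the 9 genes from IH404_RS15475 to IH404_RS15515, a stretch singled out after its values were seen. The remaining pairs were IH404_RS01620 with IH404_RS01625 and IH404_RS08355 with IH404_RS08360. No test was run without the 9 genes, so the acyclic result does not describe its called genes in general. A candidate explanation is that neighbours are transcribed together, and no annotation of transcription units was used to test it.

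The largest such stretch was the 9 genes from IH404_RS15475 to IH404_RS15515, lower with acyclic NA than in each of the other 3 groups. One library deciding the calls was argued against, since the fewest of the 9 genes called over the 8 fits that left out 1 library was 9. The lower depth of the acyclic commercial NA libraries was argued against too, since the fewest called at equal depth was again 9. Complete loss of the segment from the cultures was excluded, since the acyclic libraries held 185 and 450 counts over the 9 genes, against 2091 and 2150 in the control. What stays open is a lower expression in every cell, or a loss of the segment or its expression in most cells of a culture, which these counts cannot separate. The 2 acyclic libraries differ, at 116 and 241 CPM. The coding sequence cds_WP_032803560.1_3060, whose number in the files comes just before that of IH404_RS15475, had 10 and 57 counts in the acyclic libraries and 403 and 294 in the control, but its adjusted p against DMSO was 0.0613.

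The lack of calls for OSPW-extracted NA was not explained by depth, since its libraries held more counts than the acyclic ones and 43 or more genes were still called for acyclic NA with every library thinned to the same total. Nor was it explained by a wider spread between its replicates, where the SD over genes of the log2 difference was 0.3403, below the 0.351, 0.414 and 0.353 of the DMSO, acyclic and custom 9x groups. A weaker effect of this mixture at 150 mg/L may remain, as may changes under 2-fold and larger changes that the test missed. On simulated counts it recovered 74.5% of 200 genes changed 2-fold and 97.5% of 200 changed 4-fold. The mixtures differ in composition, so an effective dose cannot be compared, and no biological explanation was tested.

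Of the 42 genes called for acyclic NA, 27 (64.3%) moved the same way with OSPW-extracted NA and 36 (85.7%) with custom 9x NA. In simulations of unchanged groups with the same shared controls, the 42 genes with the smallest p had the same sign in a mean of 93.4% for either mixture. The range was 83.3% to 100% for custom 9x NA, which holds the observed share. It was 85.7% to 100% for OSPW-extracted NA, where the observed share lies below each simulated value. The simulated genes were picked for noise in the shared controls, since a mean of only 0.84 genes was called there. These ranges are thus no reference for 42 called genes, and nothing was concluded from them. Calls were then made against 1 control library and the other mixture was measured against the other. The share for OSPW-extracted NA was 42.3% and 48.1% over the 2 ways of splitting, against 49.0% and 50.0% for random genes matched on expression. No excess of same signs was left, so shared controls stay possible as the source of any excess. For either mixture measured, the called genes included the stretch from IH404_RS15475 to IH404_RS15515, whose genes fell together with acyclic NA. The random draws took genes singly, so such neighbours counted as separate genes, and the shares and permutation p-values rest on fewer independent units. For custom 9x NA the shares were 63.0% of 27 genes and 69.2% of 26, with permutation p-values of 0.1062 and 0.0357 against matched random genes. With 1 of the 2 splits under 0.05 and so few genes, shared controls and a shared response cannot be told apart for the 42 genes as a set. For the 5 genes called with both acyclic and custom 9x NA, control libraries shared by the comparisons were argued against as the whole cause. All 5 were also called in the same direction in both direct comparisons with OSPW-extracted NA, which use no DMSO library. Those comparisons share the 2 OSPW-extracted libraries and reuse the libraries in which the 5 genes were called. No simulation was run for that design. The simulations with shared DMSO controls gave at most 2 genes called with both mixtures. They called a mean of 0.84 and 0.83 genes for the 2 mixtures, so they give no chance overlap for lists of 42 and 15. Across all genes, r between mixtures with split controls lay between -0.0530 and 0.0533, so little correlation was left without a shared control library.

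The 2 acyclic libraries gave different numbers of calls when used alone, 123 for replicate 1 and 26 for replicate 2, with 22 genes in both. With every library thinned to the same total, the counts over 5 draws ran from 105 to 130 and from 22 to 31. Genes called from replicate 1 against 1 control library moved the same way in replicate 2 against the other in 59.4% of 160 genes and 83.8% of 105, above 48.7% and 50.3% for matched random genes, with permutation p-values of 0.0049 and 0.0001, the latter the smallest that 10000 draws can give. This argues against all calls from replicate 1 belonging to that culture alone. The share is well short of all, so part of them may belong to it. The random draws took genes singly here too, so neighbours that change together counted as separate genes. Whether a change was larger in replicate 1 was not tested, since genes picked there are larger there by selection. The 3 genes that differed most between the acyclic libraries, IH404_RS04355, IH404_RS04350 and IH404_RS27030, stood at 110, 158 and 968 CPM in replicate 1 and at 13.4, 23.6 and 202 CPM in replicate 2; the control means were 4.98, 11.98 and 74.2 CPM. A difference in growth stage or exposure between the 2 cultures was not tested.

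Fitted genes were grouped by the first 3 letters of their symbol into 65 groups of at least 5 genes, and 195 tests were run over the 3 mixtures. With limma's camera at a preset correlation of 0.01, 4 had an adjusted p under 0.05, and with fry 0 did, so none of the 4 held under fry. The 4 were rpl with custom 9x NA (median log2 fold change -0.24, 20 of 22 genes lower, camera adjusted p = 2.76e-05) and with OSPW-extracted NA (-0.20, 21 of 22, 0.000112), tss with acyclic NA (-0.36, 15 of 16, 0.000722) and rps with OSPW-extracted NA (-0.17, 19 of 21, 0.0105). The rpl genes were also lower with acyclic NA, at a median of -0.15 with 21 of 22 genes lower, but without a call (camera adjusted p = 0.107). The 3 comparisons use the same 2 DMSO libraries, so a lower rpl median in all 3 does not show a response shared by the mixtures. The medians of the 4 called groups stayed negative under both scaling alternatives and whichever library was left out. The camera calls did not all hold when single libraries were left out. For tss the median was -0.24 and the camera adjusted p 0.191 without acyclic replicate 1. For rpl with OSPW-extracted NA the camera adjusted p was 0.106 without OSPW-extracted replicate 1. For rps it was 0.275 without DMSO replicate 1 and 0.157 without OSPW-extracted replicate 1. For rpl with custom 9x NA the camera adjusted p was at most 0.0253, without DMSO replicate 1.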
